# Neuropilin-1 promotes the oncogenic *Tenascin-C/*integrin β3 pathway and modulates chemoresistance in breast cancer cells

**DOI:** 10.1186/s12885-018-4446-y

**Published:** 2018-05-05

**Authors:** Adviti Naik, Aida Al-Yahyaee, Nada Abdullah, Juda-El Sam, Noura Al-Zeheimi, Mahmoud W. Yaish, Sirin A. Adham

**Keywords:** Breast cancer, NRP-1, ABCG2, TNC, Integrin beta 3, Chemoresistance, Adriamycin, Cyclophosphamide

## Abstract

**Background:**

Neuropilin-1 (NRP-1), a non-tyrosine kinase glycoprotein receptor, is associated with poor prognosis breast cancer, however transcriptomic changes triggered by NRP-1 overexpression and its association with chemoresistance in breast cancer have not yet been explored.

**Methods:**

BT-474 NRP-1 variant cells were generated by stable overexpression of NRP-1 in the BT-474 breast cancer cell line. RNA sequencing and qRT-PCR were conducted to identify differentially expressed genes. The role of an upregulated oncogene, *Tenascin C (TNC)* and its associated pathway was investigated by siRNA-mediated knockdown. Resistant variants of the control and BT-474 NRP-1 cells were generated by sequential treatment with four cycles of Adriamycin/Cyclophosphamide (4xAC) followed by four cycles of Paclitaxel (4xAC + 4xPAC).

**Results:**

NRP-1 overexpression increased cellular tumorigenic behavior. RNA sequencing identified upregulation of an oncogene, *Tenascin-C* (*TNC)* and downregulation of several tumor suppressors in BT-474 NRP-1 cells. Additionally, protein analysis indicated activation of the TNC-associated integrin β3 (ITGB3) pathway via focal adhesion kinase (FAK), Akt (Ser473) and nuclear factor kappa B (NF-kB) p65. siRNA-mediated *TNC* knockdown ablated the migratory capacity of BT-474 NRP-1 cells and inactivated FAK/Akt473 signaling. NRP-1 overexpressing cells downregulated breast cancer resistance protein (BCRP/ABCG2). Consequently, sequential treatment with Adriamycin/Cyclophosphamide (AC) cytotoxic drugs to generate resistant cells indicated that BT-474 NRP-1 cells increased sensitivity to treatment by inactivating NRP-1/ITGB3/FAK/Akt/NF-kB p65 signaling compared to wild-type BT-474 resistant cells.

**Conclusions:**

We thus report a novel mechanism correlating high baseline NRP-1 with upregulated *TNC*/ITGB3 signaling, but decreased ABCG2 expression, which sensitizes BT-474 NRP-1 cells to Adriamycin/Cyclophosphamide. The study emphasizes on the targetability of the NRP-1/ITGB3 axis and its potential as a predictive biomarker for chemotherapy response.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-018-4446-y) contains supplementary material, which is available to authorized users.

## Background

Breast cancer remains the most common cancer and the second most common cause of cancer-related deaths in women [1]. The role of Neuropilin-1 (NRP-1), a multifunctional transmembrane protein that interacts with a multitude of signaling receptors, in breast cancer pathogenesis has been extensively investigated. Previously, we showed that NRP-1 is overexpressed in malignant subtypes of epithelial ovarian cancer and was positively correlated with epithelial to mesenchymal transition (EMT) markers [2]. In addition, we detected high NRP-1 expression in breast cancer MDA-MB-231 parental and metastatic variant cells [3]. Most recently, we reported upregulated plasma and tumor tissue expression of NRP-1 in breast cancer cases with advanced nodal and metastatic disease, and particularly in triple negative breast cancer compared to other molecular subtypes [4]. Overexpression of NRP-1 has also been observed in several other cancer types and is associated with tumor progression and poor patient prognosis [5]. A monoclonal antibody against NRP-1 has been tested in phase I clinical trials and shown to enhance bevacizumab-mediated vascular endothelial growth factor (VEGF) pathway blockade [6, 7]. The crosstalk between integrin αvβ3 and NRP-1 in endothelial cells limits the latter in contributing to VEGF-induced angiogenesis [8]. It has been shown that the suppression of Integrin β3 (ITBG3) in endothelial cells activates cell migration pathway through NRP-1 mobilization away from mature focal adhesions following VEGF-stimulation [9]. In addition, integrin αvβ3 was shown to control the metastatic ability of breast cancer cells to the brain in a mouse model [10]. Integrin αvβ3 binds to many extra cellular matrix proteins and enhances proliferation and migration through the phosphorylation of the downstream signaling of the focal adhesion kinase pathway (FAK) [11]. Previously we showed the exclusive expression of ITGB3 in brain metastasized MDA-MB-231 cells [3]. However, the effect of NRP-1 overexpression on the ITGB3 signaling pathway and its role in chemoresistance in breast cancer has not yet been investigated. Furthermore, the role of NRP-1 in oncogenesis has been extensively investigated, in an era of advancement in omics technology there is a lack of studies dissecting the global changes elicited by NRP-1 modulation. This is of importance to identify novel pathways associated with NRP-1 function with the purpose of dual targeting in breast cancer patients to increase treatment efficiency. An additional hindrance in breast cancer treatment is the high mortality associated with chemoresistance [12]. Thus, dissecting mechanisms underlying the ability of tumor cells to develop resistance to cytotoxic drugs is of high priority in the race towards targeted and personalized therapeutics and the development of biomarkers to predict patient prognosis and drug response. Therefore, the main objectives of this study were to understand novel functional mechanism by which NRP-1 enhances breast cancer progression and to investigate the relationship of NRP-1 with acquired chemoresistance.

## Methods

### Cell culture

Human breast cancer cell lines BT-474 (300131), MCF7 (300273) and MDA-MB-231 (300275) were purchased from Cell Lines Service CLS (Germany), which authenticates cell lines using the STR DNA analysis method. BT-474 cells were grown in RPMI-160 (Gibco, USA) supplemented with 10% FBS, 50 μg/ml gentamicin and sodium pyruvate (Gibco, USA). All cells were maintained at 37 °C in 5% CO_2_ incubators.

### Stable transfection of NRP-1

The NRP-1 cDNA (GenBank accession number BX510902.1) cloned in pDONR221 plasmid (Cat. HsCD00295948) was purchased from DNASU Plasmid Repository (USA). The cDNA fragment (2750 bp coding for the amino acids from 1 to 917 of the protein) was amplified using the following primers: NRP-1 F: 5′- GGAATTCTATGGAGAGGGGGCTGC-3′ and NRP-1R: 5′- CGGGATCCTGTGTATTCAGTTTGTCTTT-3′, purified using the GeneJET Gel Extraction Kit (Thermo Fisher Scientific, Lithuania), digested with *Eco*R-1 and *Bam*H-1 and subcloned in frame in the pPTuner IRES2 expression plasmid (Takara Bio, USA). The cloned vector was electroporated using the Gene Pulser electroporation system (Bio-Rad, USA) into *DH10B* competent *E. coli* cells and the positive clones were selected on LB Kanamycin plates (100 mg/ml) and confirmed by restriction enzyme analysis and DNA sequencing (Macrogen Inc., Korea). The resulting vector was stably transfected into the BT-474 cell line using Lipofectamine-2000 and positive transfected clones were isolated by the colony disk isolation method and selected using 600 μg/ml of Geneticin G418 antibiotic (Gibco, USA). The transfected cells were designated as BT-474 NRP-1. The empty plasmid was also transfected into BT-474 cells and used as a negative vector control.

### Generation of chemo-resistant lines

Chemoresistant BT-474 and BT-474 NRP-1 variant cell lines were generated in a similar protocol to that described previously [13]. Briefly, the cells were treated with four cycles of a combination of 0.5 uM of Doxorubicin (Brand name Adriamycin, Pharmacia, Italy) + 300 nM Cyclophosphamide (Brand name Cytoxan, Baxter, Germany) (cells will be referred to as 4xAC) followed by four cycles of 20 nM Paclitaxel (Brand name Taxol, EBEWE Pharma, Austria) (cells will be referred to as 4xAC + 4xPAC). Each cycle was for a duration of 72 h followed by a recovery period until confluency was achieved prior to commencement of the next cycle. Protein lysate and RNA was extracted from the 4xAC and 4xAC + 4xPAC resistant cell lines and stored at − 80 °C.

### Western blotting

Cells were lysed in 1× lysis buffer (Cell Signaling Technology, USA) supplemented with phenylmethylsulfonyl fluoride (PMSF) protease inhibitor (Sigma, Germany). Western blotting was performed according to a standard protocol as described in [3]. The primary antibodies used are listed in Additional file 1: Table S1. HRP-linked secondary rabbit/mouse antibody was utilized to detect the chemiluminescence signal using Clarity ECL (Bio-Rad) and visualized using the ChemiDoc Touch Imaging System (Bio-Rad). Images were acquired and processed with the Image Lab software Version 5.2.1 (Bio-Rad).

### Quantitative real-time PCR

RNA extraction and qRT-PCR were performed according to standard protocols as described earlier [4]. Primers were designed using the Primer Express software (Applied Biosystems, USA) and are listed in Additional file 1: Table S2.

### Proliferation assay

The AlamarBlue® (GeneCopoeia, USA) proliferation assay was carried out according to the manufacturer’s instructions using 80,000 cells/well.

### Invasion assay

The invasive capacity of the cells was determined using the CultreCoat 96 Well Medium BME cell invasion assay (Trevigen, USA) according to the manufacturer’s instructions using 25,000 cells/insert. The fluorescence was measured at 485 nm excitation and 520 nm emission using an Epoch Microplate Spectrophotometer (BioTek, USA) and the Gen5 software version 2.07.

### Clonogenic assay

In this assay, 10^4^ cells/well were seeded in six-well plates and maintained in complete growth media for 14 days after which the cells were washed and stained with crystal violet (5% Bromophenol Blue + 25% methanol) for 20 mins. The excess stain was washed off with distilled water and the stained colonies were counted manually.

### Spheroid formation

Here, 10^4^ cells/well were seeded in 96-well plates coated with 5% agarose to reduce surface binding, and maintained for seven days in complete growth media. Microscopic images were taken daily using the Axio Vert.A1 microscope, Axiocam ERc 5 s camera (Zeiss, Germany) and AxioVision software version 4.9.

### Wound healing assay/migration assay

One million cells were seeded in 25 cm^2^ flasks (Thermo Fisher Scientific, USA) and cultured until 90% confluency. A wound was generated in the monolayer with a sterile glass tip. The ability of the cells to migrate towards each other and close the gap generated was assessed by microscopic imaging.

### Immunofluorescence microscopy

Here, 10^6^ cells were seeded on a sterile positively charged slide, fixed with 4% Paraformaldehyde, permeabilized using 0.05% Triton X-100, followed by blocking with 5% goat serum and overnight incubation with a mixture of primary anti-rabbit NRP-1 antibody (1:100) (Abcam, UK) and anti-mouse TNC antibody (1:200) (Santa Cruz, USA) diluted in PBS. Anti-rabbit IgG Fab2 Alexa Fluor 555 and anti-mouse IgG Fab2 Alexa Fluor 488 secondary antibody (Cell Signaling Technology) were used at a 1:400 dilution in PBS. Cells were counterstained with DAPI (1:250). Images were captured using a Nikon H600L fluorescent microscope (Japan) and NIS Elements software version 4.40.

### RNA sequencing

Next generation sequencing using the Illumina HiSeq 2500 sequencing system was performed at CD Genomics (USA) for two replicates each of the control BT-474 and BT474-NRP1 cells. A total of 22,655,647 clean reads from 22,914,684 raw sequencing reads were generated upon sequencing. The count per million (CPM) method was utilized for filtering low counts/noise by NOISeq. The clean reads were mapped to the reference genome using the HISAT [14]/ Bowtie2 tool [15]. The fragments per kilobase of transcript per million mapped reads (FPKM) method was utilized to calculate the expression levels. A false detection rate (FDR) ≤ 0.001 and the absolute value of Log_2_ ratio ≥ 2 were used as the default threshold to identify significant DEGs. DEGs were classified based on their Gene Ontology (GO) functional terms and KEGG pathway enrichment analysis using the Blast2GO software. RNA sequencing results were validated using quantitative real-time PCR.

### siRNA- mediated transient knockdown

In this case, 2 × 10^5^ BT-474 NRP-1 cells/well were seeded in a six-well plate in complete growth medium until 70% confluency. Cells were treated with 80 pmol of a pool of three human TNC-targeted siRNA (Santa Cruz) or control siRNA in transfection reagent and serum-free siRNA transfection medium (Santa Cruz) according to the manufacturer’s instructions.

### Statistical analysis

An independent samples t-test was utilized to identify statistical differences between the BT-474 and BT-474/NRP-1 cell lines. Analysis of variance (ANOVA) with the Tukey post hoc test was utilized to determine statistical differences between the resistant cell lines. Statistical analysis was based on three independent replicates. A *p*-value < 0.05 was regarded as the threshold for statistical significance.

## Results

### Recombinant NRP-1 overexpression increased the tumorigenic ability of BT-474

In order to understand the functional role of NRP-1 in breast cancer progression, NRP-1 was stably overexpressed in the BT-474 cell line, which has very low baseline levels of NRP-1 compared to other breast cancer cell lines such as MDA-MB-231 and MCF-7 (Fig. 1a). NRP-1 overexpression in the transfected BT-474 NRP-1 cells was confirmed at protein level by western blotting and immunofluorescence microscopy (Fig. 1a). BT-474 NRP-1 cells displayed significantly increased migration compared to control cells three days post generation of the wound (Fig. 1b). Moreover, NRP-1 overexpression decreased the ability of the cells to form spheroids. Control BT-474 cells formed compact dense spheroids, but BT-474 NRP-1 cells either did not form spheroids or formed less dense clumps that did not adhere to form distinct spheroids (Fig. 1c). NRP-1 overexpression decreased the levels of proteins related to adhesion and migration as shown in a decrease in the cleaved active form of E-cadherin (lower band) and β-catenin (Fig. 1d), and a significant increase in gene expression of *vimentin* (Fig. 1e) similar to *NRP-1* gene expression (Fig. 1f). NRP-1 overexpression increased the clonogenic ability of the cells as observed from the increased number of colonies in the BT-474 NRP-1 cells compared to control BT-474 (Additional file 2: Figure S1A). In addition, NRP-1 overexpression significantly increased the proliferation of the BT-474 NRP-1 cells (Additional file 2: Figure S1B). However, there was a non-significant increasing trend in the invasion ability of the BT-474 NRP-1 variant cells compared to the control BT-474 cells (Additional file 2: Figure S1C).

**Fig. 1:**
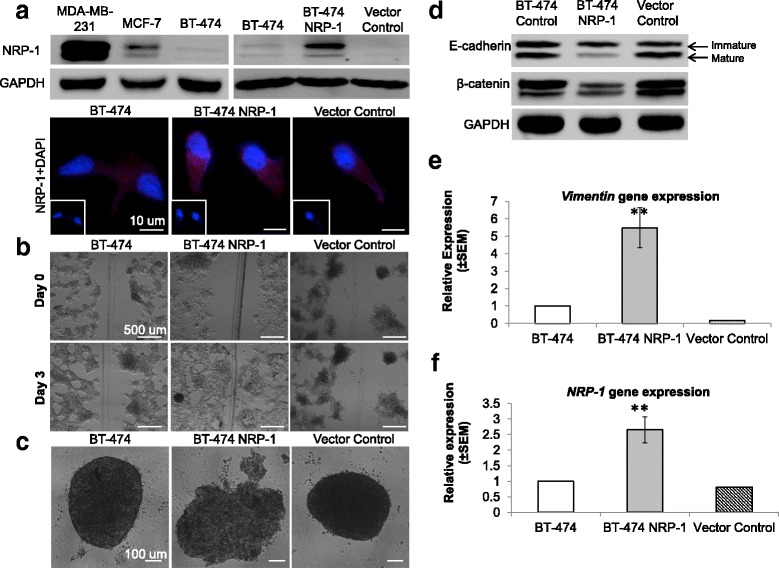
NRP-1 overexpression in BT-474 cell line triggers tumorigenic features. **a.** Comparison of NRP-1 expression in three breast cancer cell lines MDA-MB-231, MCF-7 and BT-474. NRP-1 was stably overexpressed in the BT-474 cell line and confirmed at the level of protein expression by western blotting and immunofluorescence staining (40× magnification, scale bar 10 μm). **b.** Wound healing assay images (5× magnification, scale bar 500 μm) taken on day 0 and day 3 indicate increased migration in BT-474 NRP-1 cells compared to control cells 3 days post wound generation. **c.** NRP-1 overexpression reduced spheroid formation (20× magnification, scale bar 100 μm). **d.** Western blotting indicated decreased expression of mature form of E-cadherin (lower band) and β-catenin along with **e,** significantly increased *vimentin* and **f,** *NRP-1* gene expression. Gene expression is relative to the control BT-474 and normalized to *β-Actin* and *GUSB* reference genes expression. The graph represents the mean ± SEM of three independent experiments. Statistical analysis using independent samples t-test, *p*-value < 0.05 considered as statistically significant ** *p* < 0.01

### RNA-Seq identified novel genes associated with NRP-1 overexpression

Since NRP-1 overexpression triggered several dynamic phenotypic changes, we further sought to determine the resulting global transcriptomic variations in the BT-474 NRP-1 variant cells. 

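BT-474 is an established breast cancer cell line. Its RNA was sequenced in 2 libraries of control cells and 2 libraries of BT-474 NRP-1 cells, which carry a plasmid that expresses NRP-1. The labels give the control cells as wild-type, so cells with the empty plasmid are not among these libraries. The paper names the Illumina HiSeq 2500 and the sample labels name the HiSeq 4000. For each library the authors deposited an expected count of reads per gene, which need not be whole, and an FPKM value. The paper's text gives HISAT/Bowtie2 for mapping and names no genome build. The expected counts summed to 8243595 and 8308030 in control replicates 1 and 2, and to 8395510 and 8448926 in NRP-1 replicates 2 and 3, numbered as in the labels. Together they came to 33396061, while the paper's reported number of clean reads is 22655647, and the values below use the deposited counts. The counts were rounded, genes with few reads were removed by edgeR's filterByExpr, which left 14298 genes, and the groups were compared by edgeR's quasi-likelihood test after TMM normalization. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.33, so adjusted p-values come from models fitted across all genes. NRP1 itself had 7 and 8 reads in the control libraries and 103 and 62 reads in the NRP-1 libraries. This was 0.917 ± 0.0785 CPM (SD, n = 2) in control cells and 9.68 ± 3.41 (SD, n = 2) in BT-474 NRP-1 cells. The log2 fold change of NRP1 was 3.38 (standard error 0.42, adjusted p = 0.044 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between 2.95 and 3.70 with each library left out in turn. Without a filter on low counts, and in limma on log2(FPKM + 1) or log2(FPKM + 0.1), NRP1 was again higher. Its adjusted p was above 0.05 in each of these tests, and at most 0.121. The NRP-1 libraries differed more from each other than the control libraries did, with a biological coefficient of variation of 0.225 against 0.064.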

23 upregulated and 61 downregulated genes were identified in the NRP-1 overexpressing cells in comparison to wild-type BT-474 cells (Additional file 1: Table S3 and S4). 

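The log2 ratios that Tables S3 and S4 list for Replicate 1 equal those of NRP-1 replicate 2 over control replicate 1, and those for Replicate 2 equal NRP-1 replicate 3 over control replicate 2. This held for all 84 listed genes, with FPKM values under 0.01 set to 0.01. When a log2 ratio of at least 2 in both pairs was the only rule, 237 genes were higher and 324 were lower in BT-474 NRP-1 cells. Of these 561 genes, 467 had a mean under 10 reads per library and 430 had 0 reads in at least 1 library. The number depended most on the FPKM floor, and a floor of 1 FPKM left 11 higher and 28 lower genes. In edgeR's quasi-likelihood test, 156 of 14298 genes had an adjusted p under 0.05, of which 59 were higher and 97 lower. At the threshold of the paper's methods, an adjusted p of at most 0.001 and an absolute log2 fold change of at least 2, edgeR called 0 genes, while 3268 genes had an unadjusted p under 0.05 and the lowest adjusted p was 0.00856. All 84 listed genes were tested, and 32 of them had an adjusted p under 0.05 in the direction of the paper, 10 higher and 22 lower. Adjusted over the list alone, all 84 did, which is not independent evidence because the list was chosen on these libraries. The count of 156 depended on the test and the filter. DESeq2 called 953 genes at the same threshold, 68 of the 84 listed genes among them, and edgeR without a filter on low counts called 0 of 18837 genes, where 3297 had an unadjusted p under 0.05.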

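Lists of genes for p53 signaling and the cell cycle, written by hand before the data were examined and not identical to KEGG's, were tested with limma's camera at a preset correlation of 0.01. The 118 tested genes of the cell cycle list had a median log2 fold change of 0.30 and 95 of them were higher in BT-474 NRP-1 cells (adjusted p = 2.48e-05 over 9 lists, camera). This call did not hold under fry (adjusted p = 0.374) or with an estimated correlation (adjusted p = 0.615), and the adjusted p ranged down to 3.33e-07 among the alternatives. NRP-1 replicate 3 carried most of the difference. Without it the median was 0.05, and without NRP-1 replicate 2 it was 0.50. The 63 tested genes of the p53 signaling list had a median log2 fold change of 0.14, and 35 of them were higher (adjusted p = 0.725, camera, and from 0.528 to 0.948 among the alternatives). Their median was -0.06 without NRP-1 replicate 3. The lists share 24 genes. Of the lists named after other pathways of Fig. 2a, steroid biosynthesis (15 tested genes, median log2 fold change 0.91, adjusted p = 4.36e-08) and terpenoid backbone biosynthesis (22 tested genes, median 0.34, adjusted p = 3.85e-06) were higher by camera, and both held under fry (adjusted p = 0.0105 for each) but not with an estimated correlation (adjusted p = 0.15 for each). In the authors' deposited table of differentially expressed genes, 231 genes carry a GO function, and 184 of these name a binding term. The same table holds 10 genes of the p53 signaling list, 4 of them higher, and 13 of the cell cycle list, 10 of them higher. These tallies have no background of other genes, so they do not test for enrichment.

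**Figure D1:**
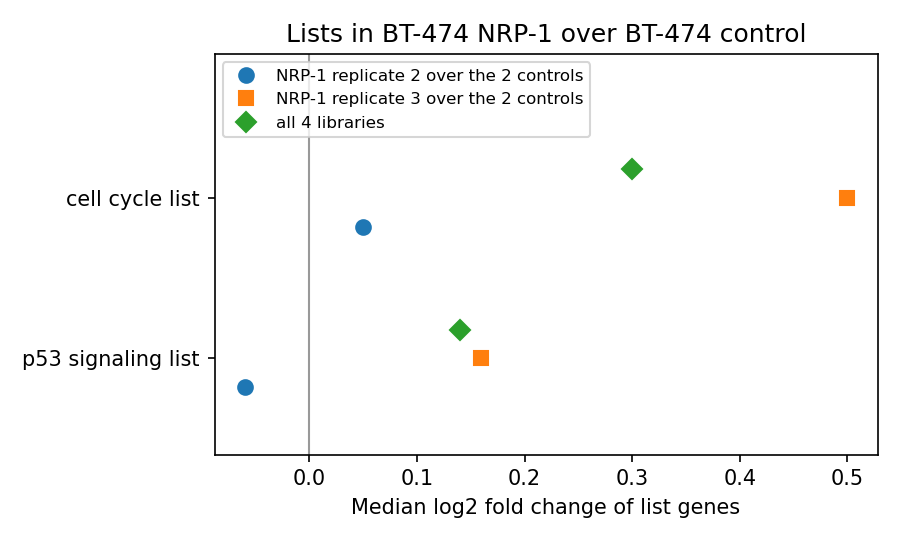
Median log2 fold change (x axis) of the genes of the p53 signaling and cell cycle lists in BT-474 NRP-1 over BT-474 control, with either NRP-1 library against both controls and with all 4 libraries. The cell cycle list lies at 0.05 with NRP-1 replicate 2 and at 0.50 with NRP-1 replicate 3.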

Pathway analysis indicated an enrichment of genes related to viral carcinogenesis, p53 signalling pathway and the cell cycle in the BT-474 NRP-1 cells (Fig. 2a) and Binding was the most enriched gene ontology GO term related to molecular function (Fig. 2b). Kyoto encyclopedia of genes and genomes (KEGG) classification also indicated an enrichment of genes related to signal transduction and cancers (Fig. 3a). 

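The authors' deposited table lists 358 genes, 170 higher and 188 lower in BT-474 NRP-1 cells, with absolute log2 ratios from 1.00 upward and scores from 0.80 to 0.965. It holds 35 of the 84 genes of Tables S3 and S4, and 257 of its genes carry a KEGG Orthology entry. NRP1, which Table S3 lists, is not in it. Of the 358 genes, 285 passed the filter on low counts, and all 285 had the same sign in edgeR as in the authors' deposited table. That table was computed from these same libraries, so the shared sign is not independent evidence. edgeR's quasi-likelihood test gave 95 of the 285 genes an adjusted p under 0.05, 39 higher and 56 lower. The other 73 genes had too few reads to be tested. The classes of KEGG themselves were not analysed here.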

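Of the 22 genes of Table S5, 21 are in Tables S3 and S4 and were thus chosen on these same libraries, so their direction here is not independent evidence. The same 21 passed the filter on low counts, and 7 of them had an adjusted p under 0.05 in edgeR's quasi-likelihood test. DDIT3 had 2621 and 2693 reads in the control libraries and 623 and 555 in the NRP-1 libraries, a log2 fold change of -2.23 (standard error 0.13, adjusted p = 0.0171). TFCP2L1 fell by 2.56 on the log2 scale (adjusted p = 0.0452, edgeR). Among the genes that rose, PLS3 had a log2 fold change of 2.12 (adjusted p = 0.0345, edgeR), GPC6 one of 3.22 (adjusted p = 0.0468, edgeR) and CTNND2 one of 2.09 (adjusted p = 0.0498, edgeR). TNC and TARP are the others. For the remaining 14 tested genes the adjusted p lay between 0.0553 and 0.174 in edgeR. These include ATF3, with 344 and 280 reads in control cells against 85 and 26, ACE, with 35 and 17 against 8 and 0, and P2RX6, with 37 and 18 against 4 and 2. The log2 fold change of ACE was -2.72, and -1.74 without NRP-1 replicate 3. That of TNF was -4.32, and -3.37 without NRP-1 replicate 2. Without the other NRP-1 library, 0 reads are left in BT-474 NRP-1 cells for either gene, so no fold change is given. In 7 genes a group had at most 3 reads in each library, so only a lower bound against 3 reads can be given. This bound takes the reads of the other group as exact. APOD, with 36 and 18 reads in control cells and 2 and 0 in BT-474 NRP-1 cells, was at least 9.2-fold lower. TARP, with 1 and 2 reads against 85 and 96, was at least 29.6-fold higher (adjusted p = 0.0271, edgeR) and TGIF2-C20orf24 at least 10.0-fold higher. TGIF2-C20orf24 is a readthrough gene, and made up at most 9.1% of the reads summed over it and its partner genes TGIF2 and RAB5IF, a sum whose log2 fold change was 0.08. HSPA6, named by the primers for the shortlisted HSP70, had 268 and 392 reads in control cells against 51 and 5, a log2 fold change of -3.61 (adjusted p = 0.0726, edgeR) that was -6.08 without NRP-1 replicate 2 and -2.75 without NRP-1 replicate 3. Summed with HSPA1A and HSPA1B the log2 fold change was -0.66, but HSPA6 made up at most 4.9% of that sum, which says little about HSPA6 itself. RIMBP3 had 15 and 16 reads in control cells against 0 and 0, at least 5.3-fold lower. Summed with RIMBP3B, 19 and 18 reads against 4 and 25, the log2 fold change was -0.41 (standard error 0.75, adjusted p = 0.785, edgeR). In this sum NRP-1 replicate 2 lay below both controls and NRP-1 replicate 3 above them, so it has no clear direction. SOX2 had 1 and 0 reads in control cells and 8 and 5 in BT-474 NRP-1 cells.

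**Figure D2:**
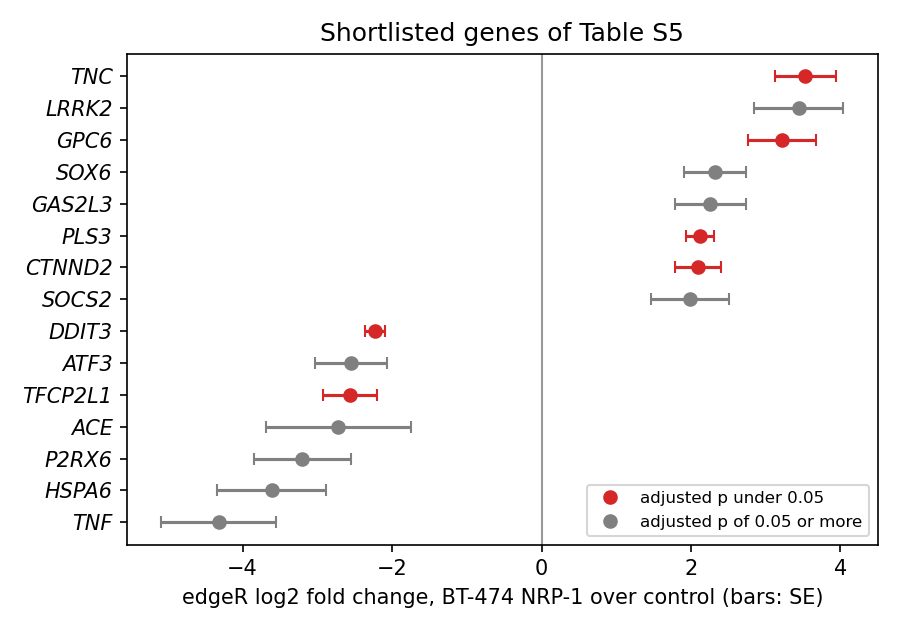
Log2 fold change (x axis) in edgeR of the 15 shortlisted genes with over 3 reads in at least 1 library of each group, BT-474 NRP-1 over BT-474 control, with bars for the standard error and red points for an adjusted p under 0.05. TNC lies highest at 3.53 and TNF lowest at -4.32.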

Among the DEGs, 11 upregulated and 11 downregulated genes were shortlisted based on their known roles in cancer and/or EMT for confirmation with real-time qPCR (Additional file 1: Table S5). Consistent with observations from RNA-Seq, Tenascin C (*TNC)* was significantly upregulated in the BT-474 NRP-1 cells in 4 independent replicas (Fig. 3b). In addition, Angiotensin Converting Enzyme (*ACE)* (Fig. 3c), Apolipoprotein D (*APOD)* (Fig. 3d), Activating Transcription Factor 3 (*ATF3)* (Fig. 3e), DNA Damage induced transcript 3 (*DDIT3)* (Fig. 3f) and P2X purigenic receptor 6 (*P2RX6)* (Fig. 3g) genes were significantly downregulated in the BT-474 NRP-1 cells. The vector control cells indicated similar expression of these genes to the wild-type BT-474 cells (Fig. 3b-f).

**Fig. 2:**
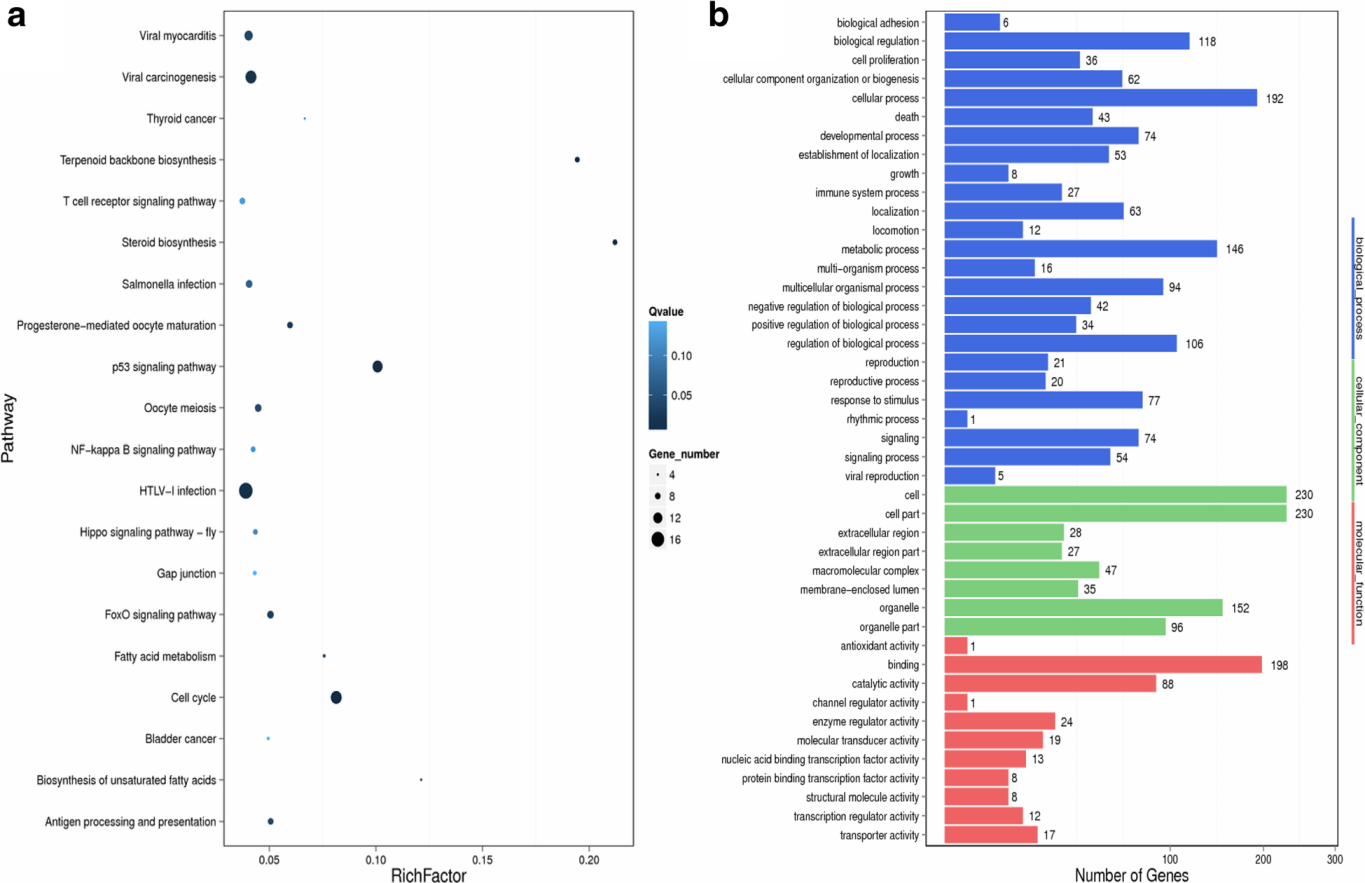
Enrichment of cancer-related pathways from transcriptome-wide analysis. **a.** Pathway enrichment and **b.** Gene Ontology analysis of differentially expressed genes (DEGs) between the BT-474 and BT-474 NRP-1 cells from RNA sequencing based on a Log_2_ ratio cutoff ≥2 and concurrence in 2 replicates

**Fig. 3:**
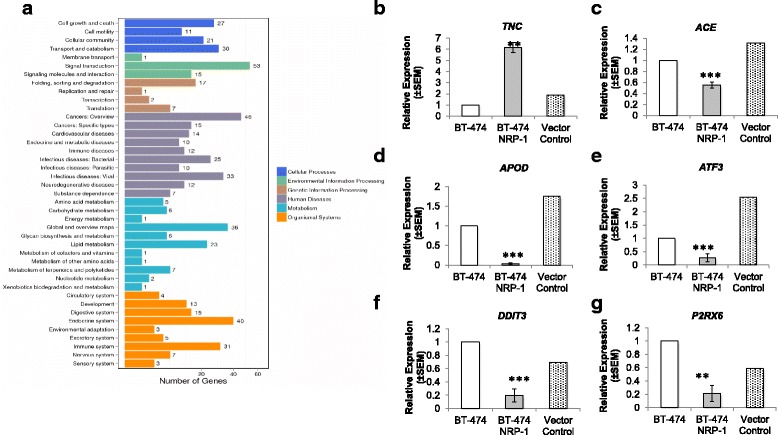
Confirmation of DEGs from transcriptome analysis. **a.** KEGG pathway analysis of DEGs between BT-474 and BT-474 NRP-1 cells identified from RNA sequencing. Real-time qPCR was implemented on shortlisted DEGs obtained from RNA sequencing to confirm their differential expression. BT-474 NRP-1 cells significantly upregulated **b.** *TNC* expression and downregulated **c,** ACE, **d,** *APOD*, **e,** *ATF3*, **f,** *DDIT3* and **g,** *P2RX6* expression. Cells transfected with the empty plasmid indicated similar expression to the BT-474 cells. Graphs represent the mean ± SEM of 3 independent experiments. Statistical analysis using independent samples t-test, *p* value < 0.05 considered as statistically significant ** *p* < 0.01, ***p < 0.001

### *Tenascin C* contributes to the increased migratory capacity of BT-474 NRP-1 cells

A candidate DEG, *TNC,* confirmed to be significantly upregulated by RNA-Seq and qPCR, was selected based on its known oncogenic function. 

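In the RNA-Seq libraries TNC had 45 and 69 reads in control cells and 449 and 923 reads in BT-474 NRP-1 cells. This was 6.96 ± 2.01 CPM (SD, n = 2) against 80.5 ± 39.3 (SD, n = 2). The log2 fold change was 3.53 (standard error 0.41, adjusted p = 0.0435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 2.92 and 3.94 with each library left out in turn. The direction was the same in every alternative, and the adjusted p ranged from 1.59e-17 to 0.109 across them. It was above 0.05 without a filter on low counts and in limma on log2(FPKM + 1) and log2(FPKM + 0.1). From the increase in RNA-Seq and qPCR and its known oncogenic function, the paper selected TNC as a candidate.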

The upregulation of *TNC* gene expression was confirmed at the protein level where BT-474 NRP-1 cells expressed a high cytoplasmic granular expression of TNC (Fig. 4a). Moreover, TNC protein expression colocalized with NRP-1 in the cytoplasm but not on the cell membrane (Fig. 4a). Knockdown of *TNC* expression using a pool of siRNA resulted in a 50% downregulation in gene expression (Fig. 4b). *TNC* downregulation significantly reduced the migratory capacity of the BT-474 NRP-1 cells (Fig. 4c), which was supported by a concomitant and significant decrease in *NRP-1* and *vimentin* expression (Fig. 4d).

**Fig. 4:**
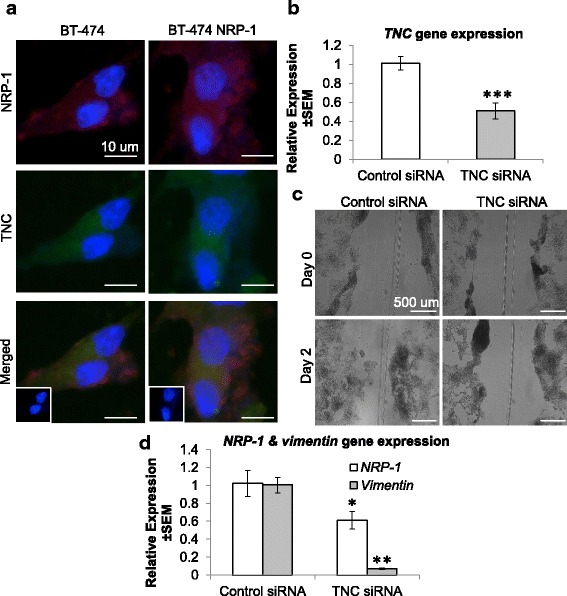
Tenascin C contributes to NRP-1 associated migration. **a.** Dual immunofluorescence staining (40× magnification scale bar 10 μm) of NRP-1 and TNC on BT-474 and BT-474 NRP-1 cells indicates their colocalization in the cytoplasm. Treatment of BT-474 NRP-1 cells with TNC targeted siRNA molecules, **b**, reduced *TNC* gene expression, **c**, reduced migratory capacity and **d**, downregulated *NRP-1* and *vimentin* expression. (TNC protein was not detected on western blot due to the lack of specific antibody for this application.) The gene expression fold change was measured by comparing the basal levels detected in the empty plasmid transfected BT-474 or in the case of the siRNA experiment, to the control siRNA treated BT-474 and normalized to *β-Actin* and *GUSB* reference gene expression. Wound healing assay images (panel d, 5× magnification, scale bar 500 μm) taken on day 0 and day 2 after siRNA transfection. Graphs represent the mean ± SEM of three independent experiments. Statistical analysis using independent samples t-test, p-value < 0.05 considered as statistically significant. *p < 0.05, ** *p* < 0.01, *** *p* < 0.001

### BT-474 NRP-1 cells activate TNC-associated ITGB3/FAK/Akt/NF-kB and TNFR2 signaling

Since TNC is known to signal via integrins on the cell surface, the expression of the integrin family was quantified. NRP-1 overexpression was found to significantly upregulate integrin β3 (ITGB3) (Fig. 5a); however, it downregulated integrin β1 (ITGB1) (Fig. 5a) and did not alter the expression of integrin β4 and β5 (data not shown). The expression of integrins α5, alpha-V and alpha4 could be detected neither in the control nor in NRP-1 overexpressing BT-474 cells. NRP-1 overexpression increased the phosphorylation (Tyr397) of focal adhesion kinase (FAK), a known integrin effector molecule (Fig. 5a). Although a decrease in the phosphatidyl inositol-3 kinase (PI3K) 110α catalytic subunit was observed, Akt, the downstream target of FAK, was activated in BT-474 NRP-1 cells with increased phosphorylation at site Ser473 but not site Ser308 (Fig. 5a). Akt-473 phosphorylation was further associated with a concomitant increase in glycogen synthase kinase 3-beta (GSK3β) phosphorylation at Ser9 (Fig. 5a) and activation of the downstream nuclear factor kappa B (NF-kB) pathway as observed from the upregulation of phosphorylated NF-kB p65 (Fig. 5a). siRNA-mediated *TNC* knockdown in BT-474 NRP-1 cells reversed FAK and Akt activation by downregulating the phosphorylation of FAK at Tyr397 and Akt at Ser473 but did not affect the expression of NRP-1 (protein) or ITGB3 as shown in the representative western blots (Fig. 5b). TNC protein band was not detected on western blot due to the lack of proper antibody for this application.

**Fig. 5:**
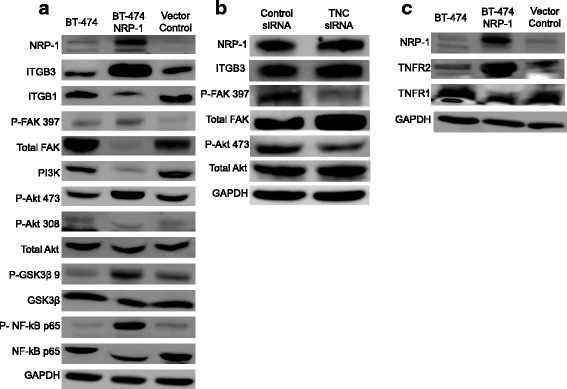
NRP-1 overexpression activates integrin β3 and TNFR2 pathways. Representative western blot images of protein lysates from untransfected BT-474, BT-474 NRP-1 and empty vector control cells blotted with indicated antibodies involved in **a.** Integrin signaling, and downstream signaling targets FAK, Akt, GSK3-β and NF-kB **b.** siRNA-mediated *TNC* downregulation decreased phosphorylation of FAK and Akt-473. **c.** Blots show levels of tumor necrosis factor receptors (TNFRs). GAPDH protein expression is indicated as a loading control. (The prefix P beside the antibody names indicates the phosphorylated form)

As the Akt-473 pathway was observed to be upregulated in the BT-474 NRP-1 cells, the expression of additional upstream regulators of Akt signaling were analyzed. We found that BT-474 NRP-1 cells also displayed a significant upregulation of tumor necrosis factor receptor 2 (TNFR2) and downregulation of TNFR1 expression (Fig. 5c).

### BT-474 NRP-1 cells have increased sensitivity to Adriamycin/cyclophosphamide exposure

To determine the role of NRP-1 in cellular response to cytotoxics, BT-474 control and BT-474 NRP-1 variant cells were treated with a combination of Adriamycin and Cyclophosphamide (AC) for 72 h, and their capacity to invade was assessed. Despite the more tumorigenic behavior of the BT-474 NRP-1 cells, they indicated increased sensitivity to the AC treatment as observed from the significantly reduced invasive capacity whereas the control BT-474 cells indicated a trend to increased invasion (Fig. 6a). To further understand the effect of baseline NRP-1 overexpression in increasing chemosensitivity, cells chemoresistant to AC and AC + PAC were generated as described in the methods section, and their properties analyzed. In terms of the resistant variants of the wild-type BT-474 cells, the ability of the BT-474 4xAC cells to proliferate was significantly increased compared to untreated control BT-474 cells (Fig. 6b), however the addition of Paclitaxel in the 4xAC + 4xPAC resistant cells reversed the action of 4xAC by decreasing the proliferative capacity of the cells to a level similar to untreated control cells (Fig. 6b). On the other hand, in the BT-474 NRP-1 cells, the 4xAC and 4xAC + 4xPAC resistant variants did not indicate alterations in proliferation compared to untreated cells (Fig. 6b). In terms of colony formation/clonogenic ability in the wild-type BT-474 resistant cells, the BT-474 4xAC and 4xAC + 4xPAC cells formed significantly more colonies compared to untreated control cells (Fig. 6c). On the other hand, in the NRP-1 overexpressing cells, BT-474 NRP-1 4xAC cells showed a significantly reduced ability to form colonies, which was increased in BT-474 NRP-1 4xAC + 4xPAC resistant cells to a level similar to untreated cells (Fig. 6c).

**Fig. 6:**
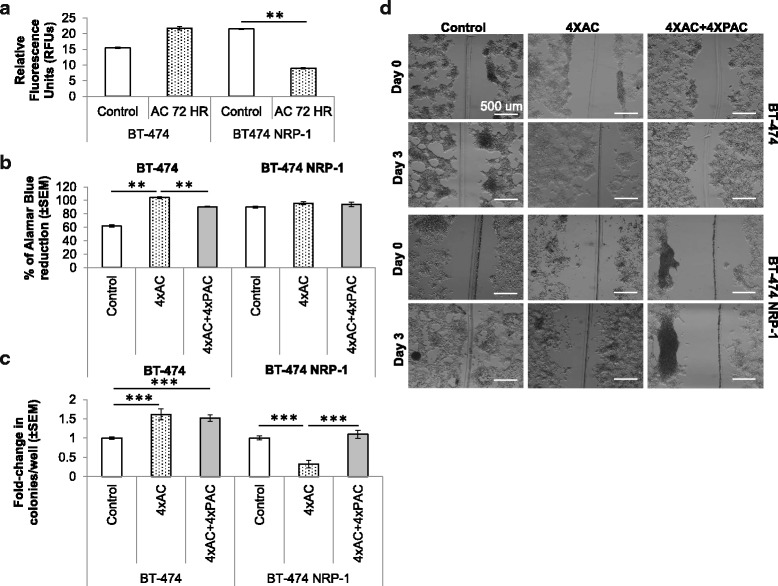
Overexpression of NRP-1 caused differential cellular responses to cytotoxic treatment. **a.** Treatment with 0.5 uM Adriamycin + 300 nM Cyclophosphamide (AC) for 72 h significantly decreased the invasive capacity of the BT-474 NRP-1 cells but indicated an increasing trend in the invasion ability of BT-474 cells. Resistant BT-474 and BT-474 NRP-1 cells were generated by long-term treatment (eight months) with either four cycles of AC alone (4xAC) or a combination of four cycles of AC and four cycles of 20 nM Paclitaxel (4xAC + 4xPAC), and cellular responses were assessed based on their **b**, proliferation and **c**, clonogenic ability, whereby BT-474 4xAC cells indicated significantly increased proliferation and clonogenic capacity compared to BT-474 NRP-1 4xAC cells. **d.** Wound healing assay images (5× magnification, scale bar 500 μm) to determine the migratory capacity of chemoresistant cells 72 h post generation of the wound indicated decreased migration in BT-474 NRP-1 overexpressing 4xAC and 4xAC + 4xPAC resistant cells compared to BT-474 resistant cells. Fold change in colonies/well (panel **c**) is compared to the respective untreated BT-474 or BT-474 NRP-1 cells. Graphs represent the mean ± SEM of three independent experiments. Statistical analysis using ANOVA and Tukey post hoc test, *p*-value < 0.05 considered as statistically significant. ** *p* < 0.01, ***p < 0.001

The ability of the resistant cells to migrate and form spheroids was also assessed. In wild-type BT-474 resistant cells, the wound-healing assay indicated increased migration of the BT-474 4xAC and 4xAC + 4xPAC cells compared to the untreated control cells (Fig. 6d). However, in the BT-474 NRP-1 resistant cells, both 4xAC and 4xAC + 4xPAC cells displayed decreased migration, with the BT-474 NRP-1 4xAC + 4xPAC cells displaying minimal migration compared to the untreated cells (Fig. 6d). In the spheroid formation assay, wild-type BT-474 cells had the ability to form distinct, dense spheroids within 24 h of cell seeding, whereas 4xAC resistant cells formed multiple smaller spheroids that remained separate even 72 h post seeding (Fig. 7a). Treatment with 4xAC + 4xPAC reverted the spheroid phenotype to one similar to untreated BT-474 cells (Fig. 7a). On the other hand, the variant BT-474 NRP-1 untreated and 4xAC and 4xAC + 4xPAC resistant cells displayed multiple loose spheroids 24 h post cell seeding (Fig. 7a). After 72 h, while the untreated variant BT-474 NRP-1 spheroids had merged together to form a single large spheroid, the 4xAC spheroids had merged to an extent but still displayed multiple spheroids (Fig. 7a). The BT-474 NRP-1 4xAC + 4xPAC spheroids merged to form a single large, albeit loose, spheroid similar to their untreated counterpart (Fig. 7a).

**Fig. 7:**
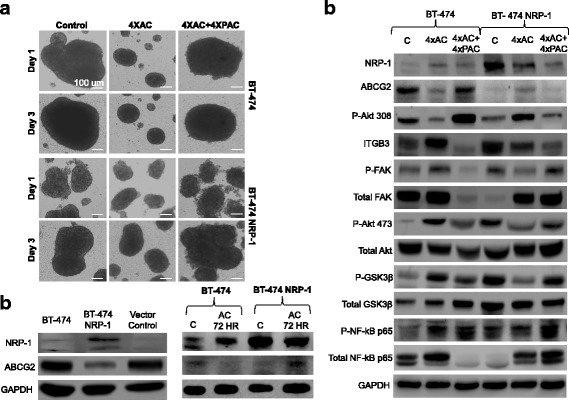
Differential spheroid formation capacity and molecular profiles in NRP-1 overexpressing chemoresistant cells. **a.** Spheroid formation (20× magnification, scale bar 100 μm) assessed after 24 and 72 h in BT-474 and BT-474 NRP-1 resistant cells indicated multiple smaller spheroids in 4xAC resistant cells but similar phenotypes between the 4xAC + 4xPAC and their respective untreated controls. **b.** Representative western blots to indicate NRP-1 overexpression inversely correlates with a downregulation of breast cancer resistant protein (BCRP/ABCG2) in untreated cells and on short term AC treatment for 72 h. GAPDH protein expression is indicated as a loading control. **c.** Representative images from western blot analysis of BT-474 and BT-474 NRP-1 untreated, 4xAC and 4xPAC cell lysates blotted with the indicated antibodies. NRP-1 and integrin β3 pathway molecules indicate a similar expression profile of significantly upregulated expression in BT-474 4xAC cells but a downregulation in BT-474 NRP-1 4xAC cells compared to their respective untreated controls. Images are representative of independent experiments with comparable outcomes. GAPDH protein expression is indicated as a loading control. (The prefix P beside the antibody names indicates the phosphorylated form)

### NRP-1 is inversely related to BCRP/ABCG2 expression

Interestingly, the expression of breast cancer resistance protein (BCRP/ABCG2) was also found to be downregulated in BT-474 NRP-1 variant cells compared to control BT-474 and increased on short-term AC treatment, inversely to NRP-1 (Fig. 7b). Moreover, the expression of ABCG2 and Phospho-Akt Ser308 indicated an opposing trend to NRP-1 expression in the resistant cells also (Fig. 7c). In the control BT-474 cell line, both ABCG2 and Phospho-Akt Ser308 decreased in 4xAC resistant cells and increased to a level similar to control levels in the resistant 4xAC + 4xPAC cells (Fig. 7c). The BT-474 NRP-1 cells, which express significantly lower levels of ABCG2 and Phospho-Akt 308 compared to control BT-474 cells, showed an upregulation in cells resistant to 4xAC and a decrease similar to untreated cells in the 4xAC + 4xPAC resistant cells (Fig. 7c).

### NRP-1 and ITGB3 signaling are co-expressed and differentially regulated in BT-474 NRP-1 chemoresistant cells

To identify the molecular changes regulating the altered chemosensitivity in the BT-474 NRP-1 cells, the expression of NRP-1 and the associated activation of the integrin signaling pathway was determined. In terms of the wild-type BT-474, resistance to 4xAC was associated with an upregulation of NRP-1, ITGB3 and its downstream mediators Phospho-FAK Tyr397, Phospho-Akt Ser473 and Phospho-GSK3β, as well as the downstream transcriptional factor Phospho-NF-kB p65, compared to untreated control BT-474 cells (Fig. 7c). BT-474 resistant to 4xAC + 4xPAC reversed the effect of 4xAC, by downregulating the expression of NRP-1, ITGB3, Phospho-FAK Tyr397, Phospho-Akt Ser473 and Phospho-GSK3β (Fig. 7c). The level of Phospho-NF-kB p65 still remained upregulated similar to the expression in 4xAC cells (Fig. 7c).

In contrast, the NRP-1 overexpressing variant BT-474 NRP-1 4xAC cells displayed a downregulation of NRP-1, ITGB3, Phospho-FAK Tyr397, Phospho-Akt Ser473, Phospho-GSK3β and Phospho-NF-kB p65 compared to untreated cells (Fig. 7c). While the expression of NRP-1 and ITGB3 was further downregulated in the BT-474 NRP-1 cells treated with 4xAC + 4xPAC, the addition of Paclitaxel reversed the effect of 4xAC by upregulation of Phospho-FAK Tyr397, Phospho-Akt Ser473, Phospho-GSK3β and Phospho-NF-kB p65 (Fig. 7c).

## Discussion

The role of NRP-1 in triggering tumorigenic behavior has been indicated in several cancer types, including breast cancer [16, 17]. Moreover, depending on the ligand binding to NRP-1, it can have a dual role in different types of cells [18, 19]. Despite the numerous roles of NRP-1, global transcriptomic effects elicited by NRP-1 in cancer cells have not been previously explored and more importantly, its role in the response to chemotherapy in breast cancer has not been investigated either. In this functional study, we overexpressed NRP-1 and conducted protein analysis and total RNA sequencing to understand global changes triggered by recombinant NRP-1 overexpression. NRP-1 is coded by at least 5 splice and genetic variants [20]. In this project we overexpressed the largest NRP-1 variant which has changes in the last six amino acids (STYSEA versus DPPLSL) at the C-terminus. As the BT-474 NRP-1 cells exhibit typical cellular tumourigenic phenotypes as described in this study, these conserved amino acids may not be crucial for NRP-1 function in this context. We report several genes that have not previously been associated with NRP-1 overexpression, which include oncogenes, tumor suppressors and genes involved in cancer-related pathways and protein binding function. We describe a novel association between NRP-1 and *TNC* expression, an extracellular matrix (ECM) glycoprotein molecule that induces EMT, migration, proliferation and immune modulations in cancer [11, 21]. TNC triggers the cytoplasmic translocation of E-cadherin and β-catenin by Src-mediated FAK signaling in combination with ανβ1 and ανβ6 integrins, thus leading to enhanced migratory behavior [22]. TNC knockdown in invasive breast cancer cells was shown to reduce proliferation and invasion [23]. The common essentiality of both NRP-1 and TNC in neuronal development provides evidence for the presence of a close association between these molecules [24, 25]. Based on our observations, we report the contribution of *TNC* to NRP-1-triggered cell migration and activation of the FAK/Akt signaling pathway. NRP-1 and *TNC* upregulation was also associated with significantly increased *vimentin* expression and a downregulation in EMT and the tumor suppressor molecules E-cadherin (mature form) and β-catenin, that contribute to the increased clonogenic ability, migration and loss of cell-cell adhesion in the variant cells [17].

Integrins are cellular receptors that interact with the ECM and in turn activate downstream intracellular signaling pathways [26]. The dependence of NRP-1 on integrin signaling was not previously reported in breast cancer. In the BT-474 NRP-1 model, ITGB1 was downregulated and accompanied by a significant upregulation in ITGB3 expression. The loss of ITGB1 provides further evidence for the molecular mechanism of the lack of spheroid formation in the BT-474 NRP-1 cells [27]. ITGB3 expression has been linked with tumor aggression [28] and metastasis to the bone and brain in breast cancer [3] by a mechanism involving FAK and Akt signaling [29]. Our study in the BT-474 breast cancer model provides further insight into this pathway by highlighting the role of NRP-1 in triggering ITGB3/FAK/Akt-473 in a TNC-dependent pathway to trigger cell migration. Interaction studies to investigate the physical association between NRP-1, ITGB3 and TNC were limited by the lack of availability of a suitable antibody for TNC for immunoprecipitation and western blotting.

In addition, the BT-474 NRP-1 clones appear to be signaling via multiple pathways including the activation of the pro-survival TNFR2 pathway and downregulation of the apoptotic TNFR1 pathway [30], additionally explaining the increased proliferation and clonogenic ability of NRP-1 overexpressing cells. Like ITGB3, TNFR2 is also known to activate Akt phosphorylation and hence, promote cellular proliferation/survival [31]. The phosphorylation of Akt at site Ser473 in our model may be directly dependent on FAK but independent of PI3K which mainly phosphorylates Akt at Ser-308 [32], both of which were downregulated in the BT-474 NRP-1 cells. The activation of Akt was also accompanied by the phosphorylation and inactivation of GSK3β in the NRP-1 overexpressing BT-474 variant cells. Although the role of GSK3β is controversial, it is known to act as a tumor suppressor by regulating cell cycle proteins [33]. Thus, Akt-mediated inhibition of GSK3β may provide an additional mechanism by which NRP-1 exerts its pro-survival function.

A key downstream target of Akt signaling that is essential for Akt-induced oncogenic transformation is activation of NF-kB, which translocates to the nucleus and directly affects transcription of genes associated with tumorigenesis [34, 35]. We report that the increased tumorigenicity in vitro observed in NRP-1 overexpression is associated with increased activation of the p65 subunit of NF-κB. NF-κB is known to drive NRP-1-mediated EMT and migration in breast cancer [17]. Interestingly, NF-κB p65 was shown to promote *TNC* transcription in myeloid cells in an Akt-dependent pathway [36]. This evidence further strengthens the mechanistic pathway indicated in this report by which NRP-1 overexpression induces *TNC* transcription by activation of Akt/NF-κB signaling, and this may provide a positive feedback regulation via activation of ITGB3 (Fig. 8).

**Fig. 8:**
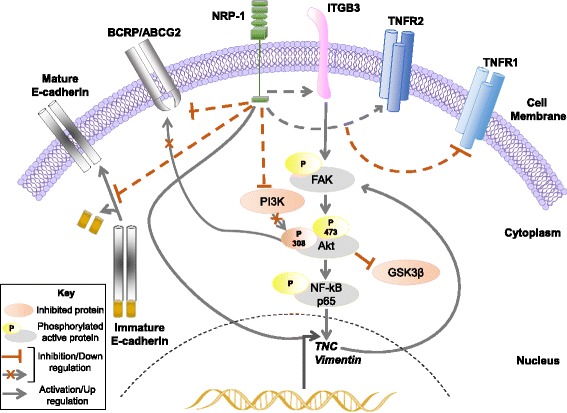
NRP-1/TNC/Integrin β3/FAK/Akt/NF-kB schematic signaling pathway. Schema to illustrate the identified mechanism by which NRP-1 activates TNC-dependent integrin β3 signaling via phosphorylation of FAK/Akt-473/NF-κB p65. In addition, NRP-1 upregulates TNFR2 expression and downregulates BCRP/ABCG2, TNFR1, and PI3K/Akt-308. Solid black lines indicate identified direct interactions in the pathway whereas dashed lines indicate indirect effects of NRP-1 overexpression via unidentified mechanisms. The key denotes the arrows and colors used in the illustration

NRP-1 overexpression also triggered a downregulation in *APOD*, *ATF3* and *DDIT3* expression, all of which have been associated with an inverse regulation of tumourigenesis. ATF3 is known to function as a tumour suppressor in several cancer types [37–40]. Decreased ApoD glycoprotein expression has been associated with high grade progressive invasive breast cancer [41]. DDIT3 is a transcription factor that regulates stress response and has been shown to inhibit migration and induce genes involved in growth arrest and apoptosis [42, 43]. Interestingly, DDIT3 forms heterdimers with ATF3 to regulate stress-response related genes [44]. The role of two additional genes, *P2X6R* and *ACE* that were confirmed to be downregulated in BT-474 NRP-1 cells is controversial. P2X receptors are purinergic ion channel receptors whose role is contradictory, cell type-specific and dependent on ATP concentration but there is a general consensus of their function in cancer cell growth inhibition, especially P2X5R and P2X7R [45, 46]. The role of P2X6R in breast cancer has not been fully investigated, however it is likely that is has a common function as the other members of the P2X family in cancer growth inhibition. ACE, which was downregulated by NRP-1 in BT-474 cells has been reported to have pro-tumourigenic effects in various cancer types [47] although its homologue ACE2 has anti-tumour roles [48]. The role and interaction of these DEGs in association with NRP-1 need to be addressed in detail in future studies.

The role of NRP-1 in breast cancer-related chemoresistance has not been previously explored. A few reports indicated that NRP-1 downregulation or antagonism inhibited migration and enhanced chemosensitivity in non-small cell lung, kidney or prostate cancer [49] and osteosarcoma cells [50]. In pancreatic cancer cells, NRP-1 overexpression induced constitutive MAPK signaling and chemoresistance, and inhibited anoikis [51]. In this study, we report that NRP-1 inversely regulates ABCG2 expression and hence, plays a critical role in determining cellular response to chemotherapy. ABCG2 acts as an ATP-binding cassette efflux transporter for numerous anticancer agents including Adriamycin and has been implicated in eliciting multi-drug resistance [52]. High baseline expression of NRP-1 concomitant with low ABCG2 sensitizes chemo-naïve BT-474 NRP-1 cells to the effect of Adriamycin/Cyclophosphamide by decreasing NRP-1/ITGB3/FAK/Akt signaling concurrently with decreased tumorigenic behavior. In contrast, wild-type BT-474 cells have low baseline NRP-1/high ABCG2 where 4xAC treatment upregulates the NRP-1/ITGB3 pathway and thus promotes chemoresistance. Our proposition is strengthened by the observation of high baseline NRP-1 in untreated TNBC cells such as MDA-MB-231 as well as in TNBC tumors [4], which are known to be more sensitive to chemotherapy compared to other molecular subtypes [53]. Although increased NRP-1 expression in wild-type BT-474 4xAC cells is associated with lower expression of ABCG2, these cells display a more resistant phenotype, thus indicating that NRP-1 is a more predictive marker of chemoresistant breast cancer than ABCG2. The direct correlation of Phospho-Akt 308 with ABCG2 but inverse correlation with NRP-1 and ITGB3 provides a mechanistic explanation of ABCG2 regulation since Phospho-Akt 308 is known to regulate the cellular localization of ABCG2, whereby inhibition of the PI3K/Akt pathway is associated with ABCG2 degradation [54].

The cellular response on addition of Paclitaxel in 4xAC + 4xPAC resistant cells, however, showed variability. Treatment with Paclitaxel reversed the increased proliferation triggered by 4xAC in BT-474 wild-type cells but did not affect the proliferation of BT-474 NRP-1 resistant variants. Thus, in the context of proliferation it seems that BT-474 4xAC cells are more sensitive to Paclitaxel in comparison to NRP-1 overexpressing BT-474 NRP-1 4xAC cells. This observation is supported by reports stating that Paclitaxel triggers the most effective response in highly proliferating cells and anthracycline-resistant cancers [55, 56], which is characteristic of the BT-474 4xAC cells. On the other hand, the clonogenic potential of BT-474 4xAC + 4xPAC cells was similar to its 4xAC counterpart, whereas in the NRP-1 overexpressing cells 4xAC + 4xPAC treatment reversed the decreased clonogenic ability triggered by 4xAC but synergistically reduced migration compared to untreated and 4xAC cells. Thus, Paclitaxel seems to differentially affect various tumorigenic properties and hence, resistance to Paclitaxel, especially in combination with AC – a commonly used treatment regimen in breast cancer – needs to be further investigated.

## Conclusions

In summary, we indicate for the first time the global transcriptomic changes triggered by NRP-1 overexpression in breast cancer. We report the involvement of NRP-1 in activating the ITGB3 pathway via FAK/Akt-473/NF-κB p65 that is dependent on *TNC* expression, in addition to the upregulation of pro-survival TNFR2 and downregulation of TNFR1, PI3K/Akt-308, (Fig. 8). Moreover, we highlight the functional role NRP-1 plays in breast cancer resistance by attenuating ABCG2. These observations support the development of targets for the NRP-1/TNC/Integrin β3 axis and the validation of NRP-1 as a predictive biomarker for chemoresistance in breast cancer patients.

## Additional files

Additional file 1: **Table S1.** List of primary antibodies used. **Table S2.** List of RT-qPCR primer sequences. **Table S3.** List of significant upregulated DEGs. **Table S4.** List of significant downregulated DEGs. **Table S5.** List of shortlisted DEGs for confirmation by RT-qPCR.

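The fold changes in Tables S3 and S4 are log2 ratios of FPKM, each from 1 NRP-1 library over 1 control library. A gene without reads in a library entered at 0.01 FPKM, so a value such as that of TNF in Replicate 1, with 53 reads in the control library and 0 in the NRP-1 library, is set by this floor. Of the 84 genes, 16 had 0 reads in at least 1 library, and the lowest mean was 6.75 reads per library.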

Additional file 2: **Figure S1.** Cellular response to NRP-1 overexpression. NRP-1 overexpression significantly increased **A**, clonogenicity, **B**, proliferation but **C**, did not significantly alter invasion through a basement membrane although there was a trend to increase. Images are representative of 3 independent experiments, all with comparable outcome. Graphs represent the mean ± SEM of 3 or more independent experiments. Statistical analysis using independent samples t-test, *p* value < 0.05 considered as statistically significant *** *p* < 0.001.

## Abbreviations

AC: Adriamycin/Cyclophosphamide
BCRP: Breast Cancer resistant Protein
CPM: Counts Per Million
DEG: Differentially Expressed Gene
ECM: Extracellular Matrix
EGFR: Epidermal Growth Factor Receptor
EMT: Epithelial-to-Mesenchymal Transition
FAK: Focal Adhesion Kinase
FDR: False Detection rate
GO: Gene Ontology
GSK3β: Glycogen Synthase Kinase 3 beta
ITGB3: Integrin beta 3
MAPK: Mitogen-activated Protein Kinase
NF-kB: Nuclear Factor kappa B
NRP-1: Neuropilin-1
PAC: Paclitaxel
PI3K: Phosphatidyl Inositol-3 Kinase
TNC: Tenascin C
TNFR1/2: Tumor Necrosis Factor 1/2

# Supplementary material for: Neuropilin-1 promotes the oncogenic Tenascin-C/integrin β3 pathway and modulates chemoresistance in breast cancer cells
**Source:** BMC Cancer. 2018 May 5;18:533. doi: 10.1186/s12885-018-4446-y
**Supplement:** Supplementary file 1 — Table S1. List of primary antibodies used. Table S2. List of RT-qPCR primer sequences. Table S3. List of significant upregulated DEGs. Table S4. List of significant downregulated DEGs. Table S5. List of shortlisted DEGs for confirmation by RT-qPCR.

**Table S1. List of primary antibodies used**

| **Antibody** | **Company** |
| --- | --- |
| Anti-NRP-1 | Abcam |
| Anti-GAPDH | Cell Signalling Technology |
| Anti-E-cadherin | Cell Signalling Technology |
| Anti- β-catenin | Cell Signalling Technology |
| Anti-Integrin β3 | Cell Signalling Technology |
| Anti-Integrin β1 | Cell Signalling Technology |
| Anti-Integrin β4 | Cell Signalling Technology |
| Anti-Integrin β5 | Cell Signalling Technology |
| Anti-Phospho-FAK Tyr 397 | Abcam |
| Anti-FAK | Abcam |
| Anti-PI3K | Cell Signalling Technology |
| Anti-Phospho-Akt Ser473 | Cell Signalling Technology |
| Anti-Phospho Akt Ser308 | Cell Signalling Technology |
| Anti-Akt | Cell Signalling Technology |
| Anti-Phospho GSK3β | Cell Signalling Technology |
| Anti-GSK3β | Cell Signalling Technology |
| Anti-Phospho-NF-kB p65 | Cell Signalling Technology |
| Anti-NF-kB p65 | Cell Signalling Technology |
| Anti-Cyclin D1 | Abcam |
| Anti-p27 | Abcam |
| Anti-TNFR2 | Cell Signalling Technology |
| Anti-TNFR1 | Cell Signalling Technology |
| Anti-BCRP | Abcam |

**Table** **S2. List of RT-qPCR primer sequences**

**Table S3. List of significant upregulated DEGs.**

| **DEG- Upregulated** | **Replicate 1 fold-change** | **Replicate 2 fold-change** |
| --- | --- | --- |
| TGIF2-C20orf24 | 8.791162889 | 7.906890596 |
| ANXA2P2 | 7.357552005 | 2.5360529 |
| TARP | 6.389452089 | 5.554588852 |
| PCSK9 | 5.489384841 | 3.831952286 |
| CA8 | 5.426264755 | 2.684498174 |
| CTTNBP2 | 4.169925001 | 3.614709844 |
| NRP1 | 4.03562391 | 2.934904972 |
| BPIFA4P | 3.958693026 | 2.088853391 |
| SCGN | 3.66801824 | 2.11321061 |
| TNC | 3.284814922 | 3.723616041 |
| NRK | 3.133855747 | 4.169925001 |
| GPC6 | 2.974004791 | 3.608809243 |
| CLCA2 | 2.964771512 | 3.256040159 |
| LRRK2 | 2.887525271 | 5.247927513 |
| GAS2L3 | 2.795415309 | 2.039819318 |
| SOX6 | 2.754887502 | 2 |
| BASP1 | 2.679200922 | 2.831684251 |
| TUBA1A | 2.513339573 | 2.009114987 |
| CPVL | 2.407503827 | 2.181688451 |
| CTNND2 | 2.085487899 | 2.153156788 |
| SOCS2 | 2.042041771 | 2.037868186 |
| PLS3 | 2.010014892 | 2.248147587 |
| COL12A1 | 2 | 2.166318262 |

**Table S4. List of significant downregulated DEGs.**

**Table S5. List of shortlisted DEGs for confirmation by RT-qPCR**

| **Selected Upregulated Genes** | **Selected Downregulated Genes** |
| --- | --- |
| LRRK2 | ACE |
| PLS3 | APOD |
| TNC | ATF3 |
| GAS2L3 | DDIT3 |
| CTNND2 | HSP70 |
| TGIF2-C20orf24 | MOV10L1 |
| SOCS2 | P2RX6 |
| GPC6 | RIMBP3 |
| SOX6 | TFCP2L1 |
| TARP | TNF |
| CTTNBP2 | SOX2 |

# Supplementary material for: Neuropilin-1 promotes the oncogenic Tenascin-C/integrin β3 pathway and modulates chemoresistance in breast cancer cells
**Source:** BMC Cancer. 2018 May 5;18:533. doi: 10.1186/s12885-018-4446-y
**Supplement:** Supplementary file 2 — Figure S1. Cellular response to NRP-1 overexpression. NRP-1 overexpression significantly increased A, clonogenicity, B, proliferation but C, did not significantly alter invasion through a basement membrane although there was a trend to increase. Images are representative of 3 independent experiments, all with comparable outcome. Graphs represent the mean ± SEM of 3 or more independent experiments. Statistical analysis using independent samples t-test, p value < 0.05 considered as statistically significant *** p < 0.001.

## Slide 1
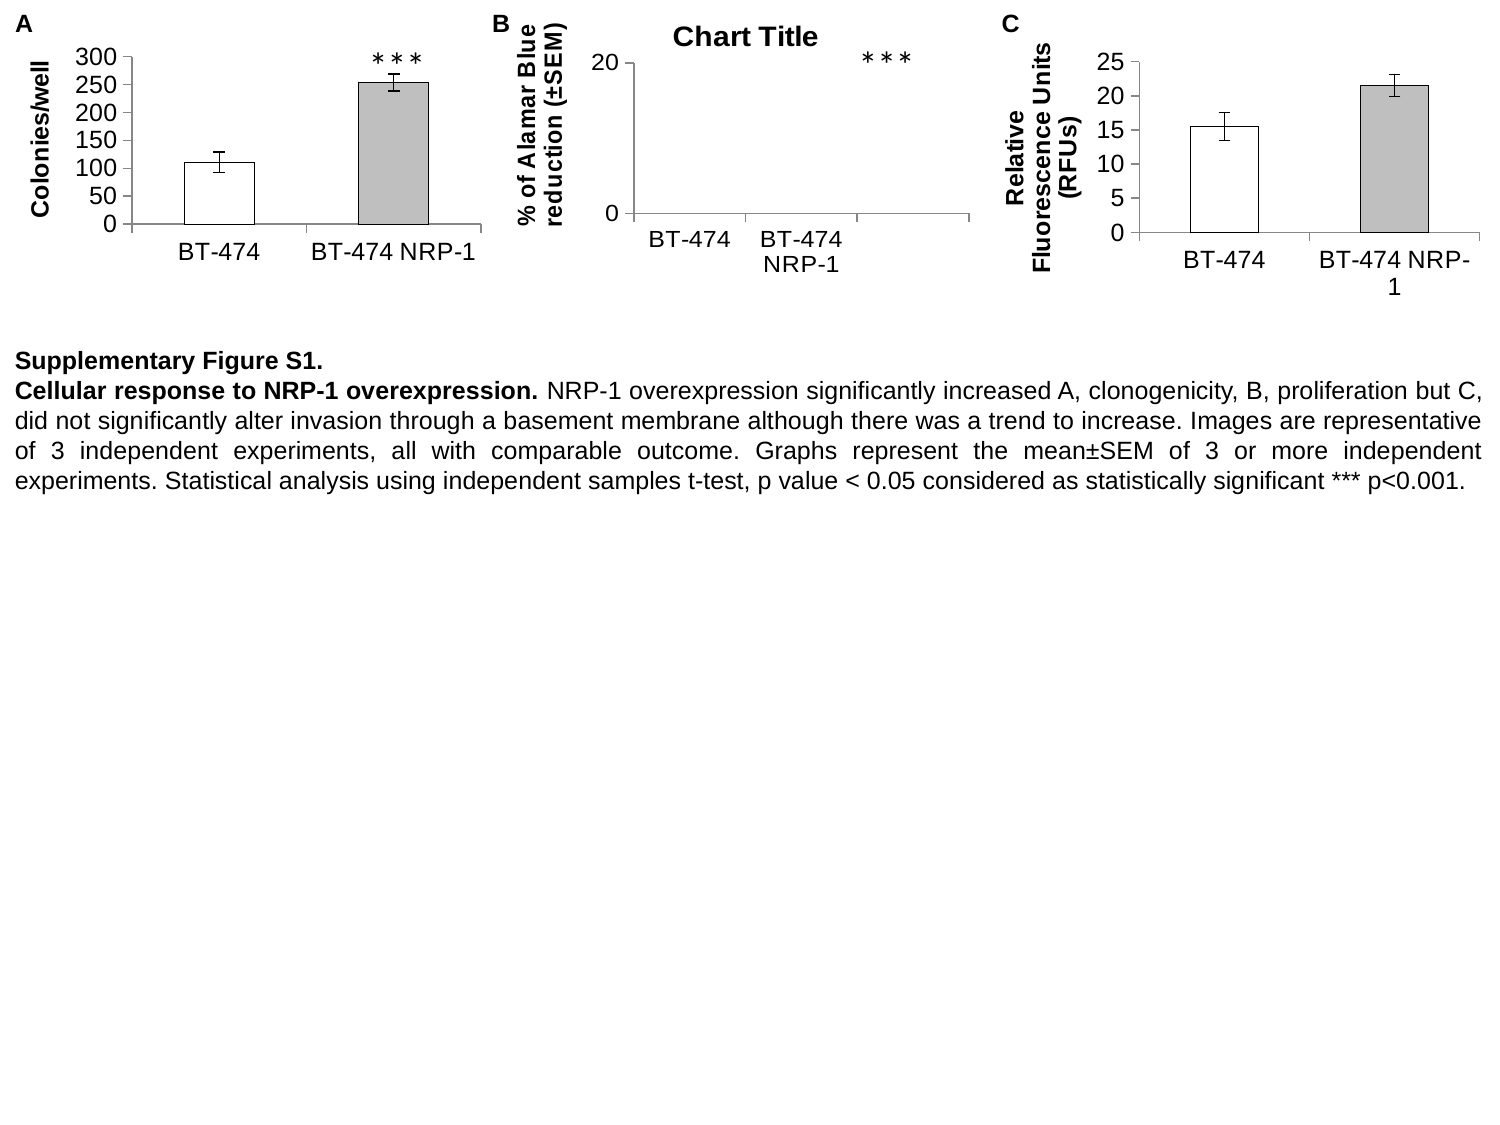

A
B
### Chart:
| Category | |
|---|---|
| BT-474 | 62.08375971416956 |
| BT-474 NRP-1 | 90.1484194232929 |***
C
### Chart
| Category | Average |
|---|---|
| BT-474 | 15.5 |
| BT-474 NRP-1 | 21.5 |
### Chart
| Category | Clonogenic assay |
|---|---|
| BT-474 | 110.5 |
| BT-474 NRP-1 | 253.6666666666667 |***
Supplementary Figure S1.
Cellular response to NRP-1 overexpression. NRP-1 overexpression significantly increased A, clonogenicity, B, proliferation but C, did not significantly alter invasion through a basement membrane although there was a trend to increase. Images are representative of 3 independent experiments, all with comparable outcome. Graphs represent the mean±SEM of 3 or more independent experiments. Statistical analysis using independent samples t-test, p value < 0.05 considered as statistically significant *** p<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

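RNA of BT-474 control cells and BT-474 NRP-1 cells was compared in 2 libraries per group. The authors mapped the clean reads with HISAT/Bowtie2 and deposited, for each library, an expected count per gene that is not normalized and need not be whole (32.8% of the values above 0 were not whole). The authors also deposited FPKM values, normalized for transcript length and mapped reads and given to 2 decimals. A further deposited table of the authors' comparison gives the mean FPKM of each group, the log2 ratio of the means and a score, named a probability, whose method the paper's text does not give. The paper names a CPM filter on low counts by NOISeq without its threshold, and that filter was not used here. In all 358 genes of that table the means equalled those of the library FPKM values to rounding. The paper's text does not name the genome build, so no coordinates are given. Of 18882 gene IDs, 99.4% were matched to a symbol in the RefSeq genes of GRCh38.p14, which served for names and the order of genes only.

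Expected counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, glmQLFit and glmQLFTest), with group as the only term. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. TMM factors lay between 0.986 and 1.014. DESeq2 1.42.0, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.5, library sizes without TMM, no filter, a replicate block and the omission of each library were the alternatives, set before the data were examined. A per-pair exact Poisson test and list medians with each library left out were added after the values had been seen. Gene lists were tested with camera after voom, with fry and an estimated correlation as alternatives, and list medians were set against 10000 random lists matched on mean expression. Python 3.11.15, scipy 1.17.1 and statsmodels 0.14.6 were used for the fold rule and the other tests.

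The tests were checked on simulated data, with 200 genes changed by 2 on the log2 scale among 14127 genes, at the libraries' means and sizes. edgeR recovered 97.0% of them with 8 false calls, and DESeq2 93.5% with 10 false calls. limma on log2(FPKM + 1) recovered 98.5% of 196 changed genes among 13830 with 17 false calls, and on log2(FPKM + 0.1) 99.0% with 15 false calls. The simulation gave every gene in both groups the same biological coefficient of variation. That of the real groups was 0.064 in control and 0.225 in NRP-1 libraries. Genes with few reads were not among the changed genes, so these rates need not hold for the real libraries.

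The genes named are NRP1, the genes of Table S5, the genes whose RNA or protein the paper measures, and the 5 highest and 5 lowest genes past an adjusted p of 0.001 and a log2 fold change of 2, a set that turned out empty. TMX2-CTNND1, STON1-GTF2A1L, ANXA2P2, TUBA1A and STRC are counted with them because an alternative set before the data were examined summed their reads with those of partner genes, where any were listed. AZGP1, HMGCS1, SQLE, LCN2, ASIC4, GPR124 and TMEM61 were chosen after their values were seen. A group with at most 3 reads in each library was taken as at the floor, at library totals from 8243595 to 8448926 reads. A fold against such a group is given as a lower bound against 3 reads. The reads of the other group were taken as exact, so this bound does not allow for counting error in them. The qPCR, western blot and functional experiments were not analysed here.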

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

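The tests that left out an NRP-1 library were chosen after the results were seen, and those on GC content and transcript length before.

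Outside Tables S3 and S4, 124 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 49 higher and 75 lower in BT-474 NRP-1 cells, and they stand out because the paper does not discuss them. One of them, chosen after its values were seen, is AZGP1, with 9038 and 7902 reads in control cells against 2037 and 2188 (log2 fold change -2.06, adjusted p = 0.0238). With library sizes in place of TMM, 150 of the 156 genes called in all were shared, so the choice between these normalizations moves few of them. Copy number differences between the cell populations cannot be told apart from other causes here. Of 371 windows of 30 genes in the order of GRCh38.p14, 0 had an absolute median log2 change past the threshold that 1000 shuffles of gene order set, but the largest, 0.33, equals that threshold of 0.33 to rounding (p = 0.063 by permutation of gene order), and shifts under it stay open. Between NRP-1 replicates 3 and 2, 2 windows passed, with a highest median of 0.35 against a threshold of 0.33. A difference between the cultures other than NRP-1 stays open, since each condition is confounded with its cultures.

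A list of 29 genes of the integrated stress response, which includes ATF3 and DDIT3 of Table S4, was lower in BT-474 NRP-1 cells (median log2 fold change -0.89, camera adjusted p = 9.38e-12). It was lower under fry (adjusted p = 0.00902) but not past the threshold with an estimated correlation (adjusted p = 0.135), and the adjusted p ranged down to 2.31e-14 among the alternatives. The paper reports ATF3 and DDIT3 as downregulated and relates both to the stress response, but it does not report on the list as a set. Without the genes of Tables S3 and S4 the median was -0.83. The median was -0.80 without NRP-1 replicate 3 and -0.76 without NRP-1 replicate 2, so 1 NRP-1 library does not carry it, and it was -0.86 after trends with GC content and transcript length were subtracted. Each of these medians lay at percentile 0.00 of random lists, as did the median of all 4 libraries, so the percentile alone would not show a partial loss. A lower stress response in the NRP-1 cells is one hypothesis. The sequenced controls were wild-type, so transfection, isolation of colonies and selection with Geneticin also separate the groups. By qPCR the paper found similar ATF3 and DDIT3 expression in vector control and wild-type cells, which does not cover the rest of the list. Medium, density and time in culture may differ between the cultures too and were not tested.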

How the results depend on the processing

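Of the genes past a log2 ratio of 2 in both pairs, 561 in all, a floor of 0.1 FPKM left 196, a floor of 1 FPKM 39 and a mean of at least 10 reads 94. An exact Poisson test of each pair, chosen after seeing the data, left 79. Requiring only the remaining pairs gave from 1061 to 1247 genes across the 4 counts that each left out one replicate, since fewer libraries then had to pass. Crossed pairs, all 4 pairs and TMM-normalized CPM stayed within 1.5 times the main count.

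For the 156 genes called at an adjusted p under 0.05, DESeq2 called 953 (401 higher), which included all 156. limma called 7 on log2(FPKM + 1) and 3 on log2(FPKM + 0.1), and edgeR without a filter called 0. The cause was not tested. Library sizes without TMM gave 154, of which 150 were shared. At an adjusted p of 0.001 and a log2 fold change of 2, where edgeR called 0, DESeq2 called 55. Of the genes of Tables S3 and S4, where edgeR called 32, DESeq2 called 68, limma 4 and 3, and the fit without a filter 0. Of the named genes with over 3 reads in at least 1 library of each group, where edgeR called 8, DESeq2 called 18, limma 1 with either pseudocount, and the fit without a filter 0. With an arm of 1 library no calls were made.

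The replicate numbers of the groups share only number 2. A replicate block of the pairs of Tables S3 and S4 called 702 genes, 1 at the stricter threshold, 81 of Tables S3 and S4 and 19 of the named genes. Deviations of paired libraries from their group means correlated by 0.07 across 11531 genes, which are not independent replicates, so the libraries are not known to be pairs. With that block the mesenchymal list passed the threshold (adjusted p = 0.0164, against 0.0821 without it).

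Of 9 lists, camera called 5, fry 3 and camera with an estimated correlation 0. Under the estimated correlation the adjusted p was 0.247 for NF-kB targets, 0.615 for the cell cycle, 0.135 for the integrated stress response, and 0.15 for steroid and terpenoid backbone biosynthesis. Under fry it was 0.0558 for NF-kB targets and 0.374 for the cell cycle. The p53 signaling list changed direction under fry (adjusted p = 0.948), with neither value past the threshold. The epithelial (adjusted p = 0.443) and heat shock (adjusted p = 0.326) lists were called by none of these.

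Across 216 comparisons of the 37 named genes above that read floor with an alternative, 173 kept their direction and side of the threshold, 21 were weaker, 21 stronger and 1 changed sign, TMX2-CTNND1, at a log2 fold change of 0.10 when summed with its partner genes. Only the 8 of these genes that edgeR called could become weaker, so all 21 weaker comparisons fall on them. The 216 comparisons do not count the omission of each library. That omission left a group with at most 3 reads, and so no fold change, in 7 of 148 cases. In the other 141 it moved the log2 fold change by over 1 standard error in 34 cases and changed the sign of ITGAV (0.09, and -0.16 without NRP-1 replicate 2), GSK3B (0.03, and -0.11 without NRP-1 replicate 2) and TNFRSF1B (-0.17, 0.19 without control replicate 1 and 0.13 without NRP-1 replicate 3). At this depth no fold change can be given for ITGB3 and ABCG2, with at most 2 reads in each library.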

Differences from the paper's values

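The paper's reported counts are 23 upregulated and 61 downregulated genes. A log2 FPKM ratio of 2 in both replicates alone gave 237 and 324. Among the alternatives set before the data were examined, a mean of at least 10 reads gave 31 and 63, each within 1.5 times the paper's count. None of the other alternatives to this rule did so for either count. An exact Poisson test of the reads of each pair at an adjusted p of 0.001, chosen after seeing the values as a guess at an unstated test, gave 23 and 56 genes, all of them in Tables S3 and S4. It missed 5 listed genes, ASIC4, GPR124, MOV10L1, P2RX6 and TMEM61.

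With edgeR at an adjusted p of 0.001 and a log2 fold change of 2, the counts were 0 and 0 against the paper's 23 and 61. DESeq2 gave 21 upregulated genes, within 1.5 times the paper's count, and 34 downregulated genes, which are not. None of the other alternatives closed the gap. At an adjusted p under 0.05, edgeR called 32 of the paper's 84 listed genes, library sizes without TMM 33, DESeq2 68 and the replicate block 81, and limma called 4 and 3. Adjusted over the list alone, edgeR called 84.

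The paper shortlists SOX2 among the downregulated genes. SOX2 is not in Table S4, and it had 1 and 0 reads in control cells and 8 and 5 in BT-474 NRP-1 cells. It was 2.1-fold higher when set against 3 reads, a ratio that ignores counting error. SOX2 had too few reads to be tested. The paper names the p53 signalling pathway as enriched. The hand-written list of that pathway was not past the threshold as a set (adjusted p = 0.725, camera). That test looks for a shift in a shared direction and differs from an enrichment among called genes. Of the list, 10 genes are in the authors' deposited table, 4 of them higher, and their enrichment there was not tested. The list's median log2 fold change of 0.14 lay at percentile 97.13 of random lists. It was at percentile 98.41 without NRP-1 replicate 2, 12.71 without NRP-1 replicate 3 and 47.65 without control replicate 1. After GC and length trends were subtracted the median was 0.05, at percentile 68.91.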

Other observations

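The tests on the NF-kB targets, on genes with a mean of at least 10 reads, on single NRP-1 libraries and on library depth were chosen after the results were seen.

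The RNA of several proteins that the paper measured or looked for was read from the same libraries. ITGB3 had 0 and 1 reads in control cells and 0 and 0 in BT-474 NRP-1 cells, under the floor of 3 reads in every library. ABCG2 had 2 and 0 against 0 and 2. ITGA5 had 5 and 7 reads against 1 and 2. It was 2.0-fold lower when set against 3 reads, a ratio that ignores counting error in the control reads. ITGA4 was not listed in any library. ITGAV had 533 and 517 reads against 673 and 494 (log2 fold change 0.09, and -0.16 without NRP-1 replicate 2), and TNFRSF1B 17 and 11 against 16 and 10 (log2 fold change -0.17, and 0.19 without control replicate 1). PIK3CA had 64 and 122 reads against 174 and 168 (log2 fold change 0.82, adjusted p = 0.196, edgeR), and its log2 fold change was 0.44 without control replicate 1 and 1.35 without control replicate 2. AKT1 had a log2 fold change of 0.65 (adjusted p = 0.0823, edgeR), and DESeq2 called it (adjusted p = 0.0109, the lowest among the alternatives). The log2 fold changes of ITGB1 (0.15), ITGB4 (0.26), ITGB5 (0.48), TNFRSF1A (-0.24), PTK2 (0.16), GSK3B (0.03), RELA (-0.13), CDH1 (-0.15) and CTNNB1 (0.21) had adjusted p-values from 0.149 to 0.906 in edgeR. Of these, ITGB1 was at 0.00 without NRP-1 replicate 2, CTNNB1 at 0.04, TNFRSF1A at -0.07, GSK3B at -0.11 and CDH1 at -0.23. With NRP-1 replicate 3 left out instead, they were at 0.27, 0.36, -0.44, 0.16 and -0.08 in the same order. ITGB5 was at 0.32 without control replicate 1 and 0.66 without control replicate 2, and RELA at -0.08 and -0.17. VIM rose from 69 and 48 reads to 371 and 147 (log2 fold change 2.08, adjusted p = 0.0821, edgeR). Its log2 fold change was 1.25 without NRP-1 replicate 2 and 2.60 without NRP-1 replicate 3. The adjusted p of VIM ranged from 3.28e-04 to 0.165 among the alternatives, and DESeq2 called it.

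A list of NF-kB targets, 20 of them tested, was lower in BT-474 NRP-1 cells (median log2 fold change -1.13, camera adjusted p = 3.85e-06), while the paper reports more phosphorylated p65. The list holds TNF and LCN2 of Table S4, and without them the median was -1.01. The call did not hold under fry or an estimated correlation. The median was -1.24 without NRP-1 replicate 3, -0.89 without NRP-1 replicate 2 and -1.11 after trends with GC content and transcript length were subtracted, each at percentile 0.00 of random lists, where the median of all 4 libraries also lay. Whether NRP-1 or another difference between the cultures lowers these RNAs was not tested.

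The steroid and terpenoid backbone biosynthesis lists, 37 genes together, had a median log2 fold change of 0.76. It was 0.61 without NRP-1 replicate 3, 0.65 without NRP-1 replicate 2, 0.52 without control replicate 1 and 0.74 after the GC and length trends were subtracted, each at percentile 100 of random lists, where the median of all 4 libraries also lay. HMGCS1 (log2 fold change 2.05, adjusted p = 0.0327, edgeR) and SQLE (1.41, adjusted p = 0.0327, edgeR), chosen after their values were seen, rose in both libraries. A higher demand for sterols in the NRP-1 cells is a hypothesis. A difference in serum or density between cultures, or an effect of transfection and selection, stays open.

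The NRP-1 libraries differed from each other more than the controls did, with an SD of the log2 ratio of 0.476 against 0.223 over 11531 genes. Their totals differed by a factor of 1.006, and after GC and length trends were subtracted the SD was still 2.10 times that of the controls, so neither depth nor these trends accounts for it. The cell cycle list was higher in replicate 3 than in replicate 2 by a median of 0.42, at percentile 100 after the same correction. Whether the cultures differed in growth was not tested.

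The fold rule without a test passed 282 genes when applied inside the groups, control replicate 2 over 1 and NRP-1 replicate 3 over 2, against 561 between the groups. Counting noise in genes with few reads is consistent with that number, which lies barely past the share set for it before the test. Among genes with a mean of at least 10 reads it passed 3 inside the groups against 94 between them, which counting noise does not account for.

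TGIF2-C20orf24, TMX2-CTNND1 and STON1-GTF2A1L are readthrough genes. Summed with their partner genes, the largest absolute log2 fold change of the 3 was 0.49. This does not decide whether reads moved between overlapping genes, because the readthrough genes made up at most 9.1% of the sums, a limit noticed only after the test was run, so the explanations cannot be told apart.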
